# Involvement of neutrophils in machineries underlying the rupture of intracranial aneurysms in rats

**DOI:** 10.1038/s41598-020-74594-9

**Published:** 2020-11-17

**Authors:** Mika Kushamae, Haruka Miyata, Manabu Shirai, Kampei Shimizu, Mieko Oka, Hirokazu Koseki, Yu Abekura, Isao Ono, Kazuhiko Nozaki, Tohru Mizutani, Tomohiro Aoki

**Keywords:** Cell biology, Molecular biology, Diseases, Medical research

## Abstract

Subarachnoid hemorrhage due to rupture of an intracranial aneurysm has a quite poor prognosis after the onset of symptoms, despite the modern technical advances. Thus, the mechanisms underlying the rupture of lesions should be clarified. To this end, we obtained gene expression profile data and identified the neutrophil-related enriched terms in rupture-prone lesions using Gene Ontology analysis. Next, to validate the role of neutrophils in the rupture of lesions, granulocyte-colony stimulating factor (G-CSF) was administered to a rat model, in which more than half of induced lesions spontaneously ruptured, leading to subarachnoid hemorrhage. As a result, G-CSF treatment not only increased the number of infiltrating neutrophils, but also significantly facilitated the rupture of lesions. To clarify the mechanisms of how neutrophils facilitate this rupture, we used HL-60 cell line and found an enhanced collagenolytic activity, corresponding to matrix metalloproteinase 9 (MMP9), upon inflammatory stimuli. The immunohistochemical analyses revealed the accumulation of neutrophils around the site of rupture and the production of MMP9 from these cells in situ. Consistently, the collagenolytic activity of MMP9 could be detected in the lysate of ruptured lesions. These results suggest the crucial role of neutrophils to the rupture of intracranial aneurysms; implying neutrophils as a therapeutic or diagnostic target candidate.

## Introduction

The rupture of intracranial aneurysms (IAs) accounts for 85% of spontaneous subarachnoid hemorrhage (SAH)^1^. The incidence of SAH is 9.1/100,000 people per year in a population-based study, but there is a remarkable regional variation^1^. It is well-recognized that SAH incidence is higher in the Finnish (19.7/100,000 people per year) and the Japanese (22.7/100,000 people per year)^1^. SAH has a considerable negative impact on a society due to its high mortality or morbidity. SAH occasionally causes sudden death, even in young people, e.g. 8.3% of affected people die at the site of the onset, without being subjected to medical care^2^. Even if SAH patients receive a proper treatment, 29.7% of them experiences severe morbidity (modified Rankin Scale > 2) and 12.1% die^2^.

Considering the above devastating outcome of SAH after the onset, the development of a novel therapeutic strategy based on the correct understanding of the machinery underlying the rupture of IAs is mandatory for public health. A rat model of IA, in which induced lesions spontaneously and frequently rupture, resulting in SAH, has recently been reported^3,4^. As histopathological examinations of this model have revealed a close similarity with human IAs (e.g. remarkable degenerative changes in media, infiltration of inflammatory cells, or loss of endothelial cells^5–7^), this rat model has, presumably, a similar machinery as that of humans for the regulation of the rupture of lesions. Thus, in this study, we examined the differences in the comprehensive gene expression profile data between rupture-prone IA lesions and the remaining arterial walls in the circle of Willis, to explore differentially represented cascades that are mediating candidates for the rupture of lesions.

## Materials and methods

### IA models of rats and histological analysis of induced IA

All of the following experiments, including animal care and use, complied with the National Institute of Health’s Guide for the Care and Use of Laboratory Animals, and were approved by the Institutional Animal Care and Use Committee of National Cerebral and Cardiovascular Center. The present manuscript adheres to the ARRIVE (Animal Research: Reporting of In Vivo Experiments) guidelines for reporting animal experiments.

Ten-week-old female Sprague − Dawley (SD) rats were purchased from Japan SLC (*Slc:SD*, n = 69, Shizuoka, Japan). Animals were maintained on a light/dark cycle of 12 h/12 h and had free access to chow and water. To induce IAs, rats were subjected to a bilateral ovariectomy, a ligation of the left carotid artery, the right external carotid artery, and the right pterygopalatine artery, and systemic hypertension was achieved by the combination of a high salt diet and the ligation of the left renal artery^4^ under general anesthesia, which was induced by the combination of an intraperitoneal injection of pentobarbital sodium (50 mg/kg) with inhalation of isoflurane (1.5 ~ 2%). Immediately after surgical manipulations, animals were fed chow containing 8% sodium chloride and 0.12% 3-aminopropionitrile (Tokyo Chemical Industry, Tokyo, Japan), an irreversible inhibitor of Lysyl Oxidase catalyzing the cross-linking of collagen and elastin. The animals that died within one week after surgical manipulations were excluded from the analyses. The animals were deeply anesthetized, using an intraperitoneal injection of pentobarbital sodium (200 mg/kg), and transcardially perfused with 4% paraformaldehyde solution, at 56th or 63rd post-surgery for RNA sequencing analysis or histopathological examination, respectively. The circle of Willis was then stripped from the brain surface and an IA lesion induced at an anterior communicating artery or a posterior communicating artery was dissected as a rupture-prone lesion, in case SAH was not macroscopically detected. All the animals that died during the observation period were autopsied to examine the onset of SAH. If SAH was observed, the ruptured IA lesions were stripped and histopathologically examined. Histopathological examination was performed after Elastica van Gieson staining or Azan staining.

### G-CSF treatment

G-CSF (300 μg/kg, MOCHIDA PHARMACEUTICAL CO., LTD., Tokyo, Japan) was subcutaneously administered to rats twice a week, from the 28th day to the 56th day after surgical manipulation. The specimens of IA lesions were then harvested at the 63rd day. The number of myeloperoxidase (MPO)-positive cells or CD68-positive cells was calculated as the cell count present within the area of 1 mm^2^ around the dome of the induced IAs. The dose of G-CSF administered to rats was determined based on the preliminary dose–response analyses.

### RNA purification and RNA sequencing analysis

Dissected rupture-prone aneurysms and the remaining circle of Willis from the same animal were grinded and homogenized in liquid nitrogen at the 63rd day after surgical manipulations. The total RNA was isolated from homogenized samples using an RNeasy fibrous tissue mini kit (QIAGEN, Hilden, Germany) with an on-column DNase treatment, according to the manufacturer’s instructions. The quantity of each total RNA sample was measured using a NanoDrop (Thermofisher, Waltham, MA), and its quality was assessed by using the RNA integrity number (RIN) on an Agilent 4200 TapeStation (Agilent, Santa Clara, CA). The libraries obtained from the purified RNA samples (500 ng) were then prepared using a TruSeq stranded mRNA sample preparation kit (Illumina, San Diego, CA), for the RNA sequencing analyses. Paired-end sequencing (2 × 75 base pair) was performed on a NextSeq500 (Illumina). Each read was then mapped to the *Rattus norvegicus* reference genome (Rnor6) using CLC genomics workbench (version 11, QIAGEN). Differential expression analyses, including principal component analysis and gene ontology (GO) analysis, were performed using the RNA-Seq tool, one similar to the DESeq and the edgeR package, in CLC genomics workbench. The genes whose expression reached a fold change over 1.5 in aneurysm lesions, compared with that in the remaining circle of Willis, were considered to be over-expressed, respectively.

All the raw data from RNA sequencing analysis was deposited to Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) (GEO accession: GSE161044).

### Immunohistochemistry

At the indicated time after the aneurysm induction, 5-µm-thick frozen sections were prepared. In some experiments, sections that were prepared in the previous study were also used^4^. After blocking with 3% donkey serum (Jackson ImmunoResearch, Baltimore, MD), the slices were incubated with primary antibodies, followed by incubation with the secondary antibodies conjugated with a fluorescence dye (Jackson ImmunoResearch). Finally, fluorescent images were acquired using a confocal fluorescence microscope system (FV1000 or FV3000, Olympus, Tokyo, Japan).

The following primary antibodies were used: Cy3-conjugated mouse monoclonal anti-α-smooth muscle actin (SMA) antibody (#C6198, Sigma-Aldrich, St. Louis, MO), mouse monoclonal anti-rat CD68 antibody (#ab31630, Abcam, Cambridge, UK), rabbit polyclonal anti-MMP9 antibody (#ab38898, Abcam), rabbit polyclonal anti-myeloperoxidase (MPO) antibody (#ab9535, Abcam), rabbit polyclonal anti-GRO alpha (CXCL-1) antibody (#ab86436, Abcam), and rabbit polyclonal anti-Histone H3 (citrulline R2 + R8 + R17) antibody (#ab5103, Abcam).

### Cell line

HL-60 cell line was used as a model of neutrophils, was purchased from ATCC (#CCL-240, Manassas, VA), and maintained in Dulbecco's Modified Eagle's Medium (DMEM) supplemented with 20% fetal bovine serum (Sigma-Aldrich).

### Quantitative real time (RT)-PCR analysis of cultured cells

HL-60 cells were stimulated with recombinant TNF-α (100 ng/mL, R&D SYSTEMS, Minneapolis, MN) for 90 min. The total RNA was then purified from stimulated cells and reverse-transcribed by using an RNeasy Mini Kit (QIAGEN) and a High-capacity cDNA Reverse Transcription Kit (Life Technologies Corporation, Carlsbad, CA), according to the manufacturers’ instructions. For quantification of gene expression, RT-PCR was performed on a Real Time System CFX96 (Bio-rad, Hercules, CA) using a SYBR Premix Ex Taq II (TAKARA BIO INC., Shiga, Japan). *ACTB* expression was used as the internal control. For quantitation, the second derivative maximum method was used for determining the crossing point.

The primer sets used are listed in Supplementary Table S1.

### Gelatin Zymography

HL-60 cells were stimulated using recombinant TNF-α (100 ng/mL) for 90 min. The supernatant was then prepared and the collagenolytic activity of the supernatant was examined using gelatin zymography, according to the manufacturer’s instructions (Gelatin Zymography Kit, Cosmo Bio Co., LTD., Tokyo, Japan). In a rat model, ruptured IA lesions were harvested and grinded in liquid nitrogen. Specimens were then lysed and subjected to gelatin zymography, as per manufacturer’s instructions (Gelatin Zymography Kit, Cosmo Bio Co., LTD.).

### The concentration of TNF-α or PGE_2_ in the culture supernatant

HL-60 cells were stimulated with recombinant TNF-α (100 ng/mL) or LPS (10 μg/ mL, SIGMA, Lot # 123M4052V) for 5 h. In some experiments, cells were pre-treated with indomethacin for 15 min (100 nM, Wako). The supernatant was then prepared and the concentration of TNF-α or PGE_2_ in the supernatant was examined, as per manufacturer’s instructions (Quantikine ELISA for human TNF-α, R&D SYSTEMS, or Prostaglandin E_2_ EIA Kit, Cayman Chemical, Ann Arbor, MI).

### Statistical analysis

All the data obtained was used for the analyses. Data are shown as box-and-whisker plots, which represent the maximum value, the minimum value, the median value (vertical line), and the interquartile range of each data set. Statistical comparisons between the 2 groups were conducted using a Mann − Whitney U test and comparisons among more than 2 groups were performed by using a Kruskal − Wallis test, followed by a Steel test. The incidence of IAs or SAH was analyzed by using a Fisher’s exact test. A *p* value lower than 0.05 was defined as statistically significant.

### Ethics approval and consent to participate

All of the following experiments, including animal care and use, complied with the National Institutes of Health Guide for the Care and Use of Laboratory Animals and the Animal Research Reporting In Vivo Experiments (ARRIVE) guidelines and were approved by the Institutional Animal Care and Use Committee of National Cerebral and Cardiovascular Center (Approval No. 17085, 18010, 19036).

## Results

### Up-representation of cascades related with neutrophils in RNA sequencing analysis

Fifteen rats were subjected to surgical manipulations to induce IAs^4^ and, at the 63rd days after manipulations, 5 of them developed IAs at the anterior- or posterior communicating artery; among them, one was ruptured and the other 4 were unruptured lesions. From these 4 rats with unruptured IAs, the circle of Willis was stripped and unruptured lesions at the anterior or posterior communicating artery were harvested as a rupture-prone lesion (Supplementary Fig. S1). 

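Bulk RNA sequencing was performed on 3 rupture-prone aneurysms and on the remaining circle of Willis of the same 3 rats, so that each lesion had a control artery from its own animal. The tissue was taken at day 63 by the RNA methods, the results and the sample labels, whereas the animal methods name day 56. The rats were fed a salt-rich diet that also held 3-aminopropionitrile, which impairs the cross-linking of collagen and elastin. The libraries were made from polyadenylated RNA with a stranded kit, and the authors mapped the reads to the rat genome Rnor6 and counted them per gene in CLC genomics workbench. Their deposited table gives whole-number counts for 22081 genes beside RPKM, TPM and a scaled CPM. The counts of the 6 libraries were compared here with edgeR's quasi-likelihood test with the animal as a block, after TMM normalization and a filter on low counts that kept 15367 genes. Ratios within an animal are given on the log2 scale after a prior count of 2 was added, which understates the change of genes with few counts. Standard errors come from the 3 within-animal ratios. Gene lists of cell types and pathways were written before the data were examined, although the paper's Tables S2 and S3 had been read by then. Those tables come from these same samples, so that results for the lists are not independent of them.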

The total RNA samples that were purified from dissected IA tissues and the remaining circle of Willis were then subjected to RNA sequencing analyses to obtain gene expression profile data and to identify the cascades that were specifically up-represented in rupture-prone IA lesions, compared with those in the remaining circle of Willis. RNA samples from one IA specimen and the corresponding remaining circle of Willis were excluded from the analysis, along with the corresponding circle of Willis, because of the low RNA yield. The median RIN value of RNA samples used in RNA sequencing analyses was 7.9 and 8.1 (n = 6). A total of 161—176 million reads mapped in pairs were obtained in the present experiment. Among these, 88.1% of fragments per sample, on average, were successfully mapped to the reference rat genome (Rnor6). 

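Ptgds, a prostaglandin D synthase of the meninges, took the most counts of any gene in the 3 circle of Willis libraries and in the lesion of animal 1, at 5.96% of that lesion's counts. In the lesion of animal 2 it was the mitochondrial Mt-co1 at 1.49%, and in the lesion of animal 3 it was Apoe, the main apolipoprotein of macrophages and astrocytes, at 2.14%. Mitochondrially encoded genes held 8.81%, 4.36% and 5.29% of the counts of the lesions of animals 1, 2 and 3, and 9.08%, 9.33% and 10.6% of those of the circle of Willis. The counts assigned to genes summed to 67594217, 66420159 and 70705938 in the lesions (median 67594217) and to 68345446, 65823027 and 67965490 in the circle of Willis (median 67965490). These sums are counts per gene, a different measure from the mapped reads that the paper reports, and all values here use them. Between 16718 and 17470 genes had at least 1 count in a library.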

Principal component analysis demonstrated variability among the rupture-prone IA samples, suggesting the heterogeneity of the lesions (Fig. 1A). 

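The lesions lay farther apart from each other than the control arteries did. The distance between expression profiles was 149.7 between the lesions of animals 1 and 2, 131 between those of animals 1 and 3 and 110.3 between those of animals 2 and 3, against 82.2, 103 and 91.9 for the same pairs of circle of Willis. The mean distance among lesions was 1.41 times that among the circle of Willis (one-sided exact permutation test, p = 0.05, the smallest p that 20 labellings of 6 libraries allow). These labellings leave the pairing out. With lesion and circle of Willis exchanged only within an animal, 8 labellings remain, and the ratio was 1.15 at most in the others (one-sided exact permutation test, p = 0.125, the smallest that they allow, chosen after seeing the data). Labellings that mix the tissues hold the difference between tissues in both groups, which draws their ratios toward 1. Neither p-value can therefore tell a greater spread among lesions from a difference between the tissues. The lesion of animal 1 was nearer to its own circle of Willis, at 93.8, than to either other lesion. Ttr, the transthyretin of the choroid plexus, shows how single lesions differed, with log2 ratios of -0.04, 7.52 and -0.97 in animals 1, 2 and 3. The myelin gene Mbp had 2.65, 6.27 and 0.09, and Postn, a matrix protein of activated fibroblasts, had 3.66, 7.82 and 5.86. Ttr and Mbp are brain genes, and brain tissue may have been part of the lesion sample of animal 2. Without the list genes of brain and muscle the ratio of distances was 1.42. The first 3 principal components of the log2 CPM held 44.3%, 28.6% and 12.1% of the variance. Without animal 3 the ratio of distances was 1.82, without animal 2 it was 1.27 and without animal 1 it was 1.2, each from 1 distance per tissue.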

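Each lesion was set against the circle of Willis of its own animal, with a ratio of TMM-normalized CPM over 1.5 taken as higher. Spp1, an osteopontin secreted by macrophages, was 4.75-fold, 29.3-fold and 11.2-fold higher in animals 1, 2 and 3. The macrophage glycoprotein Gpnmb was 6.34-fold, 4.49-fold and 37.6-fold higher. In contrast, Trem1, a receptor of neutrophils and monocytes, had ratios of 0.879, 37 and 22.4, so that it passed in animals 2 and 3 and not in animal 1. In animal 1, 2089 genes were over 1.5-fold higher and 3753 lower. In animal 2, 4098 were higher and 3757 lower, and in animal 3, 3667 were higher and 5003 lower. Of the higher genes, 1494 were shared by animals 2 and 3 without animal 1, 438 by animals 1 and 2 without animal 3, and 275 by animals 1 and 3 without animal 2. This rule uses no estimate of error within an animal, where each tissue is a single library.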

Considering the heterogeneity of the lesions (Fig. 1A) and the finding that more than half of rupture-prone lesions will rupture^4^, we selected the genes that were over-expressed in all the IA samples, compared with those in the remaining circle of Willis. We then identified a couple of differentially expressing genes, 568 over-expressed and 961 under-expressed ones, in rupture-prone IAs, compared with those in the remaining arterial walls in the circle of Willis (Fig. 1B and 1C, Supplementary Table S2 and S3). 

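Some single genes of the matrix, of its proteinases and of lipid-laden macrophages had log2 ratios over 3 in each of 3 animals. Acan, the cartilage proteoglycan aggrecan, lies on chromosome 1 of Rnor6 from 140762758 to 140824441, and its normalized CPM was 64.6 ± 47.9 (SD, n = 3) in the lesions and 0.465 ± 0.268 (SD, n = 3) in the circle of Willis, a log2 ratio of 6.72 (standard error 0.50, adjusted p = 0.0976 from edgeR's quasi-likelihood test). Mmp12, the macrophage elastase, lies on chromosome 8 of Rnor6 from 5606592 to 5616493 and had a log2 ratio of 5.57 (standard error 0.35, adjusted p = 0.0976 from the same test). The medians of 24 activated fibroblast genes were 0.30, 2.35 and 1.69 in animals 1, 2 and 3 on the log2 scale. Of these genes, 15 were higher in all 3 animals and none was lower in all 3, and 8 were higher at an adjusted p under 0.05 from edgeR when adjusted over the list alone. They include Postn at a log2 ratio of 5.78, Comp, a cartilage matrix protein, at 3.82 and Ltbp2, a binding protein of microfibrils, at 3.13.
Of 27 genes of lipid-laden macrophages and lysosomes, 17 were higher in all 3 animals and 14 when adjusted over the list alone. The medians of this list were 0.67, 0.99 and 2.21 in animals 1, 2 and 3. Pla2g7, a lipoprotein-associated phospholipase, had a log2 ratio of 3.26, and the fatty acid binding proteins Fabp4 and Fabp5 had 5.36 and 3.62. In the other direction, Timp3, an inhibitor of metalloproteinases, had a log2 ratio of -1.52 and Col4a6, a chain of basement membrane collagen, had -1.28. Timp3 does not stand for its list, as 5 of 14 proteinase inhibitors were higher and 4 lower in all 3 animals. Of the other matrix lists, some rose and others were mixed. In all 3 animals, 8 collagen genes were higher and 1 lower, and 9 elastic fibre genes were higher and 2 lower. Of the metalloproteinases 5 were higher and 1 lower. Of the basement membrane genes 2 were higher and 5 lower in all 3 animals, and of the chondrocyte and bone genes 9 were higher and 5 lower. By limma's camera test with a preset correlation, the activated fibroblast list was higher at an adjusted p = 5.6e-09 and the lipid-laden macrophage list at 2.19e-09. Neither call held with an estimated correlation (adjusted p = 0.596 and adjusted p = 0.596 with an estimated correlation). That setting tests on few degrees of freedom here, and the lowest adjusted p of all 47 lists was 0.596. The inflammatory cytokine list had an estimated correlation of only 0.001, and its camera p still rose from 0.000535 to 0.0661. The setting therefore cannot decide whether correlation between genes accounts for the calls. Table S2 holds 11 genes of the first list and 14 of the second, so that their counts and calls are no independent evidence. With the preset correlation the collagen, elastic fibre and metalloproteinase lists were called higher (camera adjusted p = 0.000282, 0.0131 and 0.0244). With an estimated correlation they were not (adjusted p = 0.596 each). Table S2 holds 2 of the collagens and 5 of the metalloproteinases. The basement membrane, chondrocyte and bone, and proteinase inhibitor lists were not called with the preset correlation (camera adjusted p = 0.622, 0.0639 and 0.328).
Over all 15367 genes tested, edgeR called 0 genes higher and 0 lower at an adjusted p under 0.05, with 1326 higher and 1840 lower at an unadjusted p under 0.05. DESeq2 with the same block called 826 higher and 979 lower, and limma-voom called 0 of either. The authors' own deposited comparison of 3 lesions with 3 control arteries holds 604 genes higher and 288 lower at an FDR p under 0.05. By the rule of over 1.5-fold in each of 3 animals, 557 genes were higher and 1021 were lower over all genes of the file, and 423 and 847 over the 15367 genes tested. On counts simulated for 15367 genes at the common dispersion of these libraries (0.109), 146 unchanged genes passed this rule as higher and 132 as lower, and at a lower dispersion of 0.0272 10 and 7 did. Each simulation gave all genes the same dispersion, unlike real libraries. Without animal 1, where 2 animals have to pass, the counts over all genes of the file were 2051 and 2336. Without animal 2 they were 832 and 1924, and without animal 3 they were 995 and 1388.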

We used GO analysis to analyze 568 over-expressed genes by using the CLC genomics workbench system, from which 228 terms were identified as being up-represented in IA lesions. Intriguingly, these terms included several neutrophil- or leukocyte-related ones (Fig. 1D), suggesting the role of neutrophils in the process of regulating the rupture of lesions. 

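Mature neutrophil markers, which include receptors, surface molecules and other proteins such as S100a8, had higher medians in the lesions, least in animal 1. Of 15 mature neutrophil markers tested, 11 were higher in all 3 animals and none was lower in all 3, with list medians of 0.41, 4.04 and 2.33 in animals 1, 2 and 3 on the log2 scale. None of them passed an adjusted p under 0.05 from edgeR, over all genes or adjusted over the list alone, 8 were higher at an unadjusted p under 0.05 and DESeq2 called 10 higher. Mcemp1, a membrane protein of myeloid cells, had a log2 ratio of 4.65 (standard error 1.74, adjusted p = 0.206 from edgeR's quasi-likelihood test). Csf3r, the receptor of granulocyte colony-stimulating factor, had 2.12 (standard error 1.03) and Trem3, an activating receptor of myeloid cells, had 3.18 (standard error 1.07).
Of 12 granule protein genes, 3 were higher in all 3 animals and the list medians were 0.79, -0.81 and -0.93 in animals 1, 2 and 3. Mmp8 and Mmp9, collagenase and gelatinase of neutrophils that other cells also make, had log2 ratios of 3.13 and 3.22. Ngp, a neutrophilic granule protein, had -1.53 (standard error 1.31), and Mpo, the myeloperoxidase of primary granules, had 25, 4 and 1 counts in the lesions and 22, 11 and 10 in the circle of Willis of animals 1, 2 and 3.
Of 61 leukocyte migration genes, 29 were higher and 2 were lower at an unadjusted p under 0.05 from edgeR, none passed when adjusted over all genes and 17 were higher when adjusted over the list alone. Selp, the adhesion molecule P-selectin, had a log2 ratio of 2.57, Cxcr4, a chemokine receptor of leukocytes, had 2.40 and the lectin Lgals3 had 2.61. Among the genes over 1.5-fold higher in all 3 animals, 22 were leukocyte migration genes where 2.13 were expected by chance (one-sided Fisher's exact test, p = 5.74e-17, background 18076 genes with a count in a lesion). This test takes the genes of the list as independent, and in camera the call of the list at a preset correlation (adjusted p = 1.03e-12) was lost with an estimated correlation (adjusted p = 0.596 with an estimated correlation of 0.51). Since that setting has few degrees of freedom, the loss cannot be put down to the correlation alone. The list is not a gene ontology term. It was written after Table S2 had been read, which holds 22 of its genes, and 26 were taken from Fig. 1E, so that the overlap is no independent evidence, with or without the genes of Fig. 1E (10 genes against 1.33 expected without them, a count chosen after seeing the data). Among the markers of other cells, the macrophage list lay at medians of 0.00, 1.53 and 1.66 and the myelin list at 1.48, 4.96 and 0.21 in animals 1, 2 and 3.

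**Figure D1:**
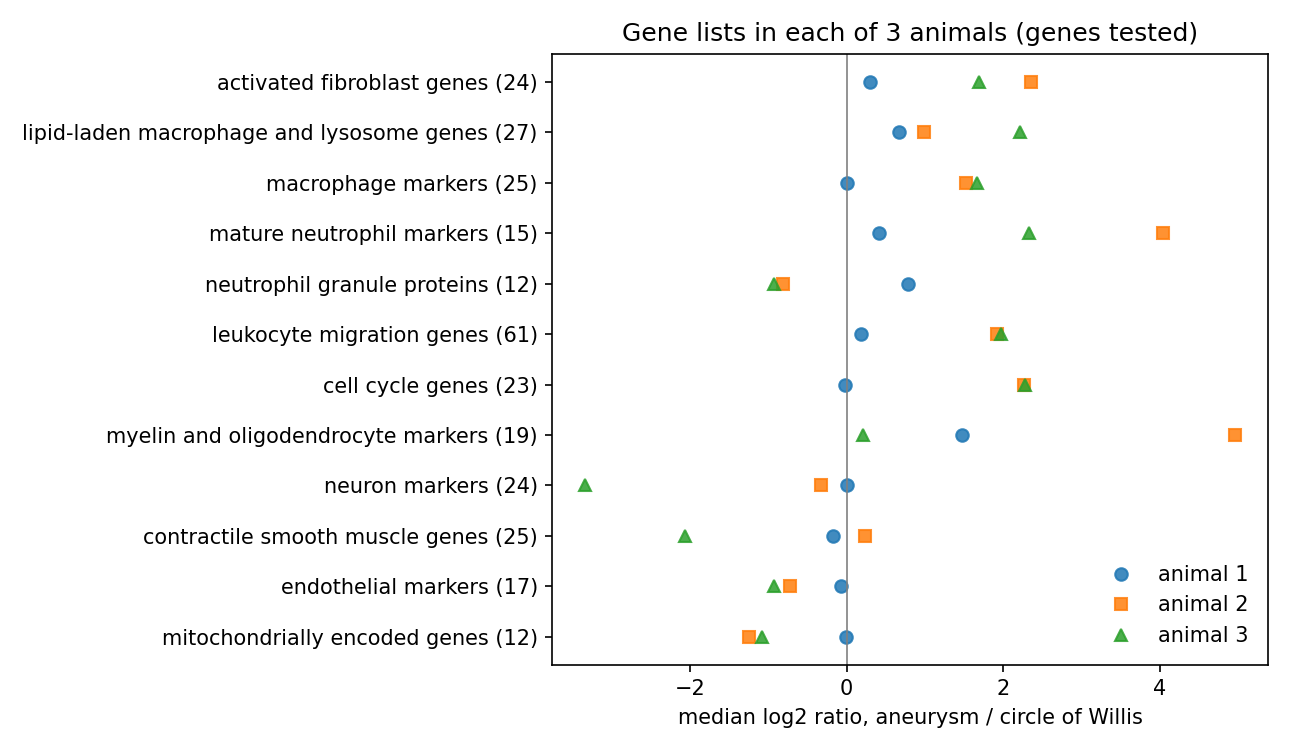
Median log2 ratio of aneurysm over circle of Willis of the same animal for 12 gene lists, with the number of genes tested in brackets and 1 symbol for each of 3 animals. The mature neutrophil markers lie at 0.41, 4.04 and 2.33 and the granule protein genes at 0.79, -0.81 and -0.93 in animals 1, 2 and 3.

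In camera with a preset correlation the mature neutrophil list was higher at an adjusted p = 1.06e-05 and the granule list was not called (adjusted p = 0.682, in the higher direction although its median over the mean ratios was -0.10), and with an estimated correlation the first call was lost (adjusted p = 0.596 with an estimated correlation). Table S2 holds 7 genes of the mature list and Fig. 1E 4, so that its call is no independent evidence. The difference between these lists was not tested. From the terms for neutrophils and leukocytes in its gene ontology analysis, the paper proposes that neutrophils take part in regulating whether a lesion ruptures. It bases this also on stained neutrophils near rupture sites, on more ruptures under G-CSF and on MMP9 activity in ruptured lesions.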

In the heat map, individual variabilities were observed, as is the case with principal component analysis (Fig. 1A). 

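The genes of Fig. 1E were higher mainly in the lesions of animals 2 and 3. Of the 26 genes, 21 were higher in all 3 animals and none was lower in all 3, and the medians were 0.54, 2.64 and 2.61 in animals 1, 2 and 3 on the log2 scale. Itgb2, the beta 2 integrin of leukocytes, had log2 ratios of 0.82, 2.95 and 3.50. Adam8, a metalloproteinase of leukocytes, had 1.04, 4.06 and 3.80. The calcium-binding proteins S100a8 and S100a9, abundant in neutrophils, were highest in animal 2, with 0.87, 3.82 and 0.59 for S100a8 and 0.67, 4.19 and 1.44 for S100a9. Syk and Ptafr, a kinase and a receptor of myeloid cells, lay below 0 in animal 1 at -0.18 and -0.29 and above it in the other animals. None of the 26 passed an adjusted p under 0.05 from edgeR over all genes, and 15 did when adjusted over the list alone, which is no independent evidence because the study chose these genes on these samples. With DESeq2, 22 were called higher over all genes.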

Some genes that were over-expressed in rupture-prone IAs were associated with some chemoattractants of inflammatory cells, such as *Ccl2* and *Ccl3*, *Ccl6, Ccl7* and cytokines, such as *Il1b* (Fig. 1E). 

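All 5 of these chemoattractant and cytokine genes had higher mean values in the lesions, and in animal 1 only Ccl3 and Ccl7 were over 1.5-fold higher. Ccl2, a chemoattractant of monocytes, had a normalized CPM of 34.5 ± 33.7 (SD, n = 3) in the lesions and 5.87 ± 4.8 (SD, n = 3) in the circle of Willis, a log2 ratio of 2.04 (standard error 0.78, adjusted p = 0.201 from edgeR's quasi-likelihood test). Ccl3, which attracts neutrophils and macrophages, had 2.17 (standard error 0.60), and Ccl7 had 2.39 (standard error 0.73). Ccl6 had 1.81 (standard error 0.98) and Il1b, the inflammatory cytokine interleukin 1 beta, had 1.43 (standard error 0.86). Within animal 1, the ratio of lesion to circle of Willis was 2.16 for Ccl3 and 2.06 for Ccl7, 1.42 for Ccl2, 0.906 for Ccl6 and 1.12 for Il1b. Of 27 chemokines tested, 12 were higher in all 3 animals and 2 were lower in all 3. The chemokine list was higher by camera at an adjusted p = 0.00016, which did not hold with an estimated correlation (adjusted p = 0.596 with an estimated correlation).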

Because some of these factors play a role in the pathogenesis of IAs^8–10^, the contribution of neutrophils to the pathogenesis of IAs in terms of inflammation is further supported.

**Figure 1:**
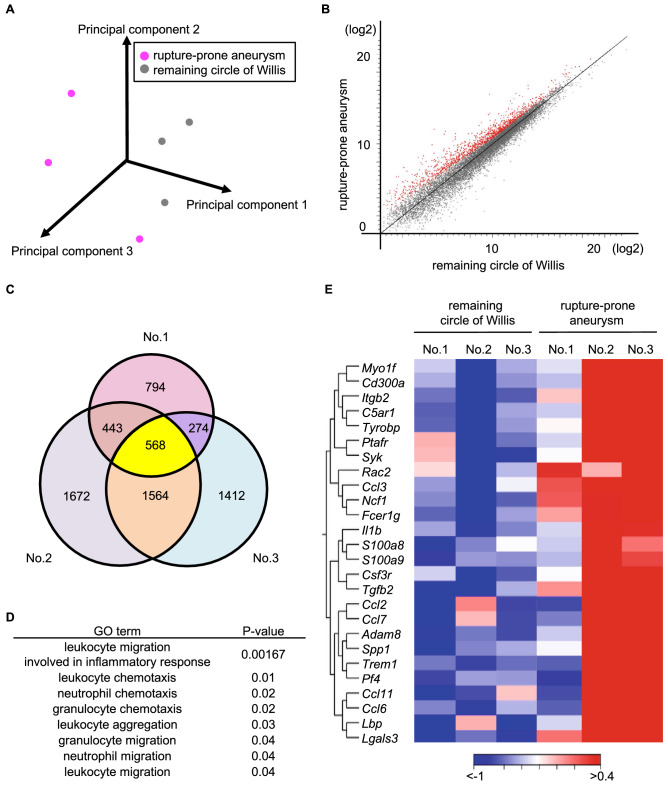
Comprehensive gene expression profile analysis of rupture-prone IAs and the remaining circle of Willis. (**A**) The principal component analysis of comprehensive gene expression profile data from rupture-prone IAs and the remaining circle of Willis (n = 3). (**B**) The scatterplot showing the over-expressed genes (shown in red) in rupture-prone IAs compared to those in the remaining circle of Willis. (**C**) The Venn diagram showing the over-expressed genes in each rupture-prone lesion compared to those in the remaining circle of Willis from a same animal (n = 3). Yellow color indicates genes over-expressed in all rupture-prone lesions in common. (**D**) Identification of neutrophil-related terms in gene ontology analysis using 568 over-expressed genes. (**E**) The heat map showing gene expression profile of over-expressed genes in each rupture prone lesion and the remaining circle of Willis.

### Accumulation of neutrophils around the site of rupture in IA lesions

Next, we examined whether neutrophils could, indeed, be detected in IA lesions, especially ruptured ones in immunohistochemistry, as a marker of neutrophils, MPO. By using immunohistochemical examination, the accumulation of MPO-positive cells, neutrophils, was observed in the ruptured IA lesions of the rat model, almost strictly around the site of rupture, although those cells could be rarely detected in other parts of the aneurysmal walls (Fig. 2). Note that there were some vasa vasorum with the SMA-positive medial smooth muscle cell layer, specifically around the site of rupture and there was an accumulation of neutrophils nearby (Fig. 2), suggesting the infiltration of neutrophils through the vasa vasorum. Here, we have recently clarified the association of the induction of vasa vasorum formation with the rupture of IAs, presumably via facilitating the infiltration of inflammatory cells^4^. Combined together, these results indicate that the accumulation of neutrophils through vasa vasorum exacerbates the inflammatory response at the prospective site of rupture and the resultant degenerative changes of the arterial walls in situ lead to the rupture of IAs. This way, we hypothesized that the machinery mediating the rupture of lesions was driven only by a tiny area of the IA walls.

**Figure 2:**
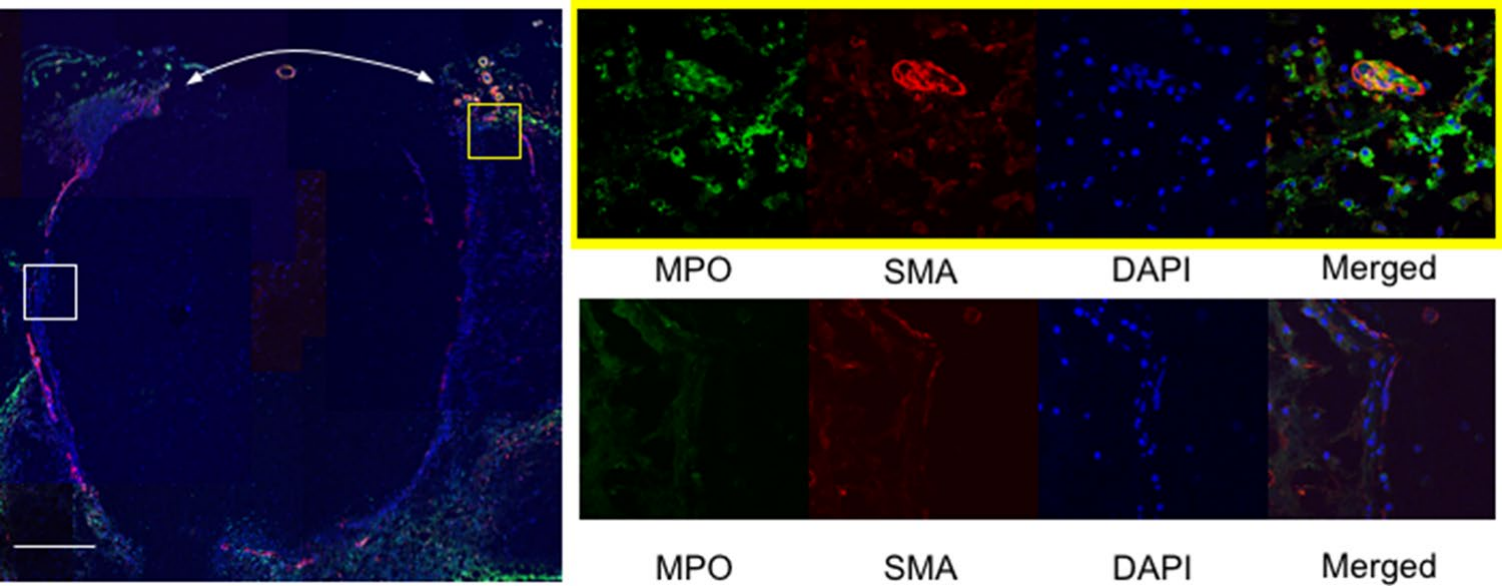
Accumulation of neutrophils around the site of rupture in IA lesions. Abundant infiltration of myeloperoxidase (MPO)-positive cells and predominance of the presence of vasa vasorum with α-smooth muscle actin (SMA) positive media around the site of rupture. The representative images of immunostaining for MPO (green), SMA (red), of nuclear staining by DAPI (blue) and merged images are shown. The magnified images corresponding to the squares in the left panel are shown on the right. The arrows indicate the site of rupture. Bar; 100 μm.

### Effect of the increase in the number of neutrophils in lesions on the rupture of IAs

To corroborate the contribution of neutrophils and neutrophil-mediated machineries on the rupture of IAs, G-CSF was administered to a rat model to increase the number of neutrophils infiltrating the lesions (Fig. 3A). The administration of G-CSF (300 μg/kg) to the model increased the number of neutrophils infiltrating the IA lesions by over 20-fold and the differences reached statistically significance (Vehicle-treated group, minimum 0/mm^2^, lower quartile: 0/mm^2^ median: 0/mm^2^, upper quartile: 10/mm^2^, maximum: 10/mm^2^, n = 3; G-CSF-treated group, minimum 20/mm^2^, lower quartile: 40/mm^2^, median: 65/mm^2^, upper quartile: 112/mm^2^, maximum: 140/mm^2^, n = 8; Vehicle-treated vs. G-CSF-treated group: *p* = 0.018) (Fig. 3B and 3C). Twenty-one rats were subjected to IA induction; 14 of them were treated with G-CSF (300 μg/kg, twice/week, s. c.) and the remaining 7 rats were allocated to the vehicle-treated group. Eight aneurysms in 14 G-CSF-treated rats (57.1%) or 3 aneurysms in 7 vehicle-treated rats (42.9%) were induced at the anterior- or posterior communicating artery at the 63rd day after the induction. G-CSF treatment did not influence the incidence of IAs (Fig. 3D). Importantly, the incidence of SAH in G-CSF-treated rats (7/14 rats, 50%; 7/8 aneurysms, 87.5%) was significantly higher than that in the vehicle-treated group (0/7 rats; 0/3 aneurysms) (Fig. 3E and 3F). In immunohistochemistry, most MPO-positive neutrophils were positive for citrullinated histone H3 (Cit-H3) (Fig. 4A), a marker of the neutrophil extracellular traps, indicating the activation and the presence of NETosis^11,12^, presumably due to cytokines present in the microenvironment. Consistently, most positive signals for MPO in immunohistochemistry were also positive for CXCL-1 (Fig. 4B), a cytokine with chemotactic activity for neutrophils^13,14^, suggesting the formation of an auto-amplification loop for an in situ accumulation of neutrophils, which was observed in the present experiment (Fig. 2), and also for macrophages in IAs^7^. Although neutrophils were accumulated and activated in IA walls, specifically around the site of rupture, the number of infiltrated macrophages, a cell type that significantly contributes to the formation and progression of the disease^8,9,15,16^, in whole lesions was not different between the G-CSF-treated and the vehicle-treated groups (Vehicle-treated group, minimum 0/mm^2^, lower quartile: 0/mm^2^, median: 110/mm^2^, upper quartile: 120/mm^2^, maximum: 120/mm^2^, n = 3; G-CSF-treated group, minimum 0/mm^2^, lower quartile: 0/mm^2^, median: 15/mm^2^, upper quartile: 167/mm^2^, maximum 330/mm^2^, n = 8) (Supplementary Fig. S2). Considering that neutrophils accumulated specifically in a tiny area of the IA lesions (Fig. 2) but could facilitate rupture (Fig. 3), neutrophils might function as facilitators of the degenerative changes of the arterial walls only in the microenvironment around the site of rupture.

**Figure 3:**
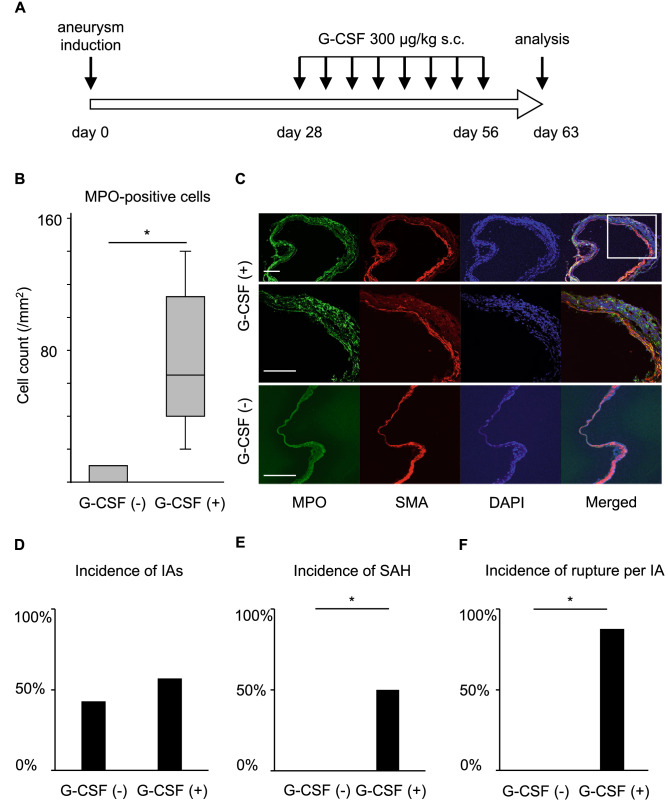
Administration of G-CSF and the increase in the number of neutrophils in IA lesions. (**A**) Time course of the experiment. (**B**,**C**) Increase of myeloperoxidase (MPO)-positive cells infiltrating in IA walls of rats treated with G-CSF. IA lesions were harvested from rats subjected to an IA model and treated with G-CSF (300 μg/kg, G-CSF ( +), n = 14) or vehicle (G-CSF ( −), n = 7) and immunostained. The cell count of MPO-positive cells, neutrophils, is shown in (**B**). Statistical analysis was done by a Mann–Whitney *U* test. *; *p* < 0.05. The representative images of immunostaining for MPO (green), α-smooth muscle actin (SMA, red), of nuclear staining by DAPI (blue) and merged images are shown in (**C**). Bar; 100 μm. (**D**–**F**) Effect of increased neutrophils by treatment with G-CSF on incidence or rupture of IAs. Rats were subjected to IA induction and treated with G-CSF as shown in (**A**). The incidence or rupture of IAs at the anterior- or posterior-communicating artery was examined (vehicle-treated group, n = 7, G-CSF-treated group, n = 14). Statistical analysis was done by a Fisher’s exact test. *; *p* < 0.05.

**Figure 4:**
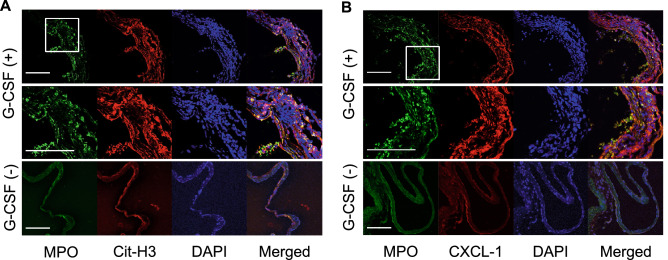
Activation and CXCL-1 induction in neutrophils in lesions from a rat model treated with G-CSF. IA lesions were harvested from rats subjected to an IA model and treated with G-CSF (300 μg/kg, G-CSF ( +)) or vehicle (G-CSF ( −)) as shown in Fig. 3A and immunostained. The representative images of immunostaining for myeloperoxidase (MPO, green), citrullinated Histone H3 (Cit-H3, red in **A**), CXCL-1 (red in **B**), of nuclear staining by DAPI (blue) and merged images are shown. The magnified images corresponding to the squares in the upper panels are shown in the lower panels. Bar; 100 μm.

### Contribution of neutrophils to the rupture of IAs

In AZAN staining of ruptured IA lesions, destructive changes in connective tissues were most remarkable just around the site of rupture (Fig. 5A). Thereby, we then examined whether neutrophils could directly degenerate the extracellular matrix, mainly collagens, using HL-60 cells. Gelatin zymography, that was used to detect the collagenolytic activity, revealed the presence of collagenase activity in the supernatant of cultured neutrophils and this activity was, presumably, derived from MMP2 and MMP9, and the recombinant MMP2 and MMP9 served as a control (Fig. 5B and Supplementary Fig. S3). Note that no other bands, other than the bands corresponding to MMP2 and MMP9, were visible in the gel (Supplementary Fig. S3). Importantly, the collagenase activity of MMP9 was remarkably enhanced under the inflammatory stimuli by TNF-α, which is present in IA lesions and contributes to the pathogenesis^17^. Consistently, MMP9 mRNA expression was, specifically, among the proteinases examined and was significantly induced under TNF-α stimulation (*CTSB*: Vehicle-treated group, minimum: 0.9506, lower quartile: 0.9523, median: 0.9999, upper quartile: 1.0478, maximum: 1.0495, n = 4; TNF-α-treated group, minimum: 0.6826, lower quartile: 0.7287, median: 0.8739, upper quartile: 0.9964, maximum: 1.0349, n = 4; *CTSL*: Vehicle-treated group, minimum: 0.2790, lower quartile: 0.3601, median: 0.6884, upper quartile: 1.9516, maximum: 2.3443, n = 4; TNF-α-treated group, minimum: 1.1050, lower quartile: 1.1065, median: 1.4009, upper quartile: 2.7802, maximum: 3.1433, n = 4; *MMP2*: Vehicle-treated group, minimum: 0.5153, lower quartile: 0.6279, median: 1.0665, upper quartile: 1.3055, maximum: 1.3517, n = 4; TNF-α-treated group, minimum: 0.2410, lower quartile: 0.1785, median: 0.2610, upper quartile: 0.4521, maximum: 0.5091, n = 4; *MMP9*: Vehicle-treated group, minimum: 0.6851, lower quartile: 0.6851,median: 0.8763, upper quartile: 1.4386, maximum: 1.4386, n = 3; TNF-α-treated group, minimum: 2.9901, lower quartile: 3.2275, median: 4.3312, upper quartile: 5.296, maximum: 5.4867, n = 4; Vehicle-treated vs. TNF-α-treated group, *MMP2*: *p* = 0.0209, *MMP9*: *p* = 0.0339) (Fig. 5C). We next examined whether neutrophils accumulating around the site of rupture produced MMP9 in vivo using immunohistochemistry. MMP9 expression was, indeed, detected in IA walls and most of the positive signals for MMP9 in immunostaining were co-localized with those of a marker of neutrophils, MPO (Fig. 5D). Importantly and consistently, the collagenolytic activity of MMP9 was detected in ruptured lesions (Fig. 5E), suggesting the in vivo relevance of the above in vitro study. Also in neutrophils, the expression of pro-inflammatory genes, *PTGS2*, *IL6*, and *TNF*, was induced under the stimulation with TNF-α (*PTGS2*: Vehicle-treated group, minimum: 0.897, lower quartile: 0.917, median: 1.006, upper quartile: 1.077, maximum: 1.091, n = 4; TNF-α-treated group, minimum: 1.799, lower quartile: 1.810, median: 1.855, upper quartile: 2.070, maximum: 2.138, n = 4; *IL6*: Vehicle-treated group, minimum: 0.001, lower quartile: 0.222, median: 1.201, upper quartile: 1.576, maximum:1.596, n = 4; TNF-α-treated group, minimum: 15.763, lower quartile: 15.764, median: 19.217, upper quartile: 37.471, maximum: 42.406, n = 4; *TNF*: Vehicle-treated group, minimum: 0.675, lower quartile: 0.705, median: 1.023, upper quartile: 1.272, maximum: 1.278, n = 4; TNF-α-treated group, minimum: 2.830, lower quartile: 2.847, median: 3.112, upper quartile: 4.091, maximum: 4.342, n = 4; Vehicle-treated vs. TNF-α-treated group: *PTGS2*: *p* = 0.0209, *IL6*: *p* = 0.0202, *TNF*: *p* = 0.0209) (Supplementary Fig. S4a) and the secretion of Prostaglandin E_2_ and TNF-α in the culture supernatant was consistently enhanced (PGE_2_: Vehicle-treated group without Indomethacin pre-treatment, minimum: 70.9 pg/mL, lower quartile: 76.3 pg/mL, median: 81.3 pg/mL, upper quartile: 82.0 pg/mL, maximum: 89.3 pg/mL, n = 7; Vehicle-treated group with Indomethacin pre-treatment, minimum: 48.3 pg/mL, lower quartile: 48.4 pg/mL, median: 48.8 pg/mL, upper quartile: 49. 2 pg/mL, maximum: 49.2 pg/mL, n = 4; TNF-α-treated group without Indomethacin pre-treatment, minimum: 101.6 pg/mL, lower quartile: 104.3 pg/mL, median: 107.0 pg/mL, upper quartile: 109.9 pg/mL, maximum: 124.2 pg/mL, n = 7; TNF-α-treated group with Indomethacin pre-treatment, minimum: 44.7 pg/mL, lower quartile: 44.7 pg/mL, median: 46.3 pg/mL, upper quartile: 50.4 pg/mL, maximum: 51.2 pg/mL, n = 4; TNF-α: Vehicle-treated group, not detectable, n = 10; Vehicle-treated vs. TNF-α-treated group without Indomethacin pre-treatment: *p* = 0.0017; LPS-treated group, minimum: 102.2 pg/mL, lower quartile: 107.3 pg/mL, median: 110.0 pg/mL, upper quartile: 114.9 pg/mL, maximum: 123.5 pg/mL, n = 10) (Supplementary Fig. S3b,c). These results, together with the well-established concept that IA is a chronic inflammatory disease affecting intracranial arteries^7,15,18^, suggest that neutrophils, not macrophages, actively participate in, and rather trigger, the molecular machineries leading to the rupture of the lesions.

**Figure 5:**
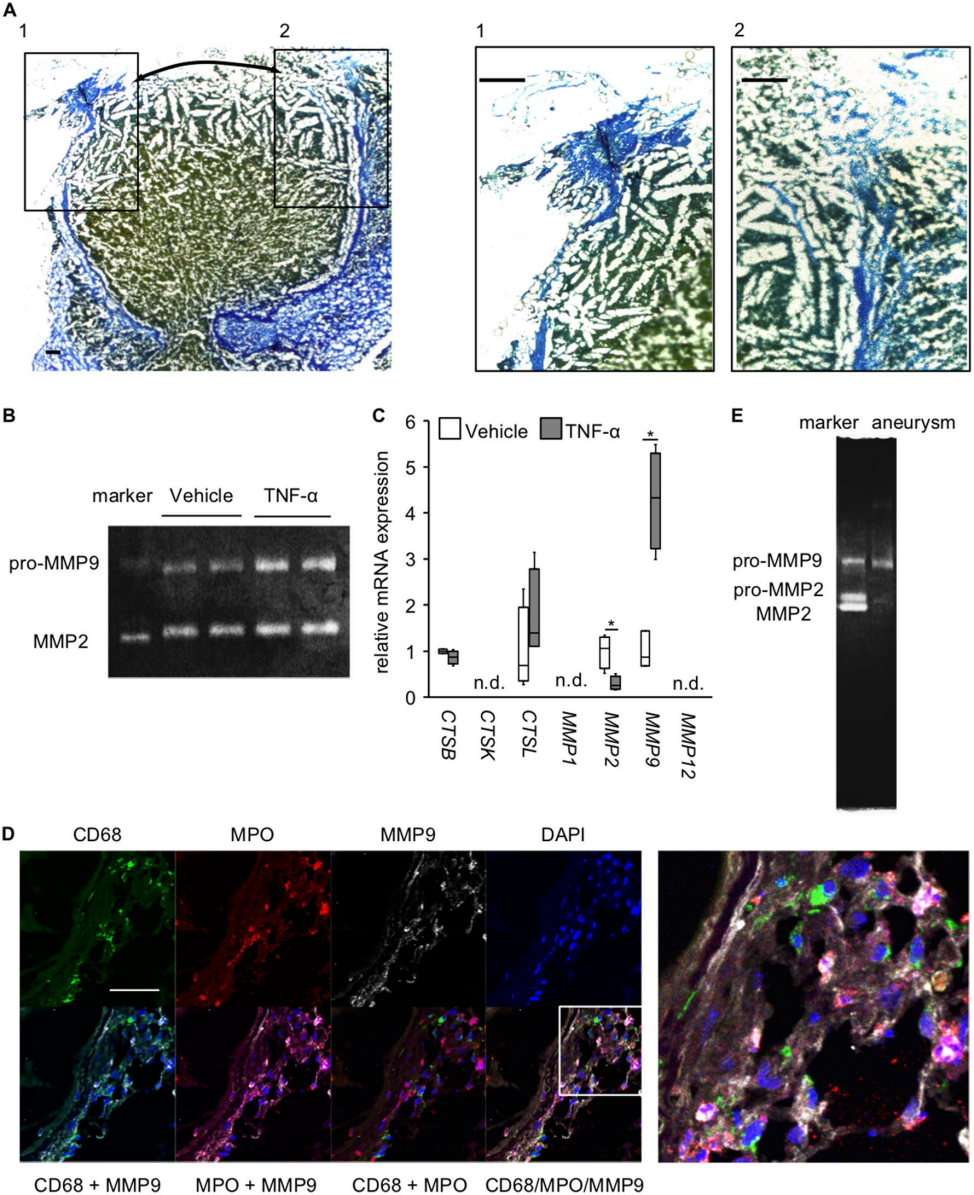
Production of MMP9 from neutrophils infiltrating in IA lesions. (**A**) The degenerative changes of collagens around the site of rupture in IA lesions. The representative images of AZAN staining of IA lesions induced in a rat model are shown. Arrows in the left panel indicate the site of rupture. The magnified images corresponding the squares in the left panel are also shown on the right. Bar; 100 μm. (**B**) Collagenolytic activity of neutrophils. Cultured neutrophils (HL-60 cells) were stimulated with recombinant TNF-α (100 μg/ml, 5 h) and the collagenolytic activity in the supernatant was examined by a gelatin zymography using recombinant pro-MMP9, pro-MMP2 and MMP2 as a reference. The representative image of the gel from a gelatin zymography from 3 independent experiments is shown. The raw image of the gel is shown in Supplementary Figure S3. (**C**) Induction of *MMP9* by TNF-α in neutrophils. Neutrophils were stimulated with recombinant TNF-α (100 ng/ml, 90 min) and the expression of proteinases was examined in RT-PCR analysis (n = 4, except vehicle of MMP9; n = 3). Statistical analysis was done by a Mann–Whitney *U* test. *; *p* < 0.05. n.d.; not detectable. (**D**) Expression of MMP9 in neutrophils infiltrating in lesions. IA lesions were harvested from rats subjected to an IA model and immunostained. The representative images of immunostaining for a macrophage marker, CD68, (green), myeloperoxidase (MPO, red), MMP9 (white), of nuclear staining by DAPI (blue) and merged images are shown. The magnified image corresponding to the square is shown on the right. Bar; 50 μm. (**E**) Detection of the collagenolytic activity of MMP9 in ruptured IA lesion. Ruptured IA lesions were harvested from rats subjected to an IA model and grinded. Collagenolytic activity was then examined by a gelatin zymography using recombinant pro-MMP9, pro-MMP2 and MMP2 as a reference. The representative image of the gel from a gelatin zymography is shown.

## Discussion

In the present study, by using an animal model of IAs, the contribution of neutrophils to the process that leads to the rupture of the lesions has been suggested. Because neutrophils infiltrating these lesions produce tissue-destructive proteinases, such as MMP9 (Fig. 5D), neutrophils accumulated in microenvironment can directly exacerbate the degenerative changes of atrial walls and, presumably, facilitate the rupture of the lesions. In addition, as demonstrated in in vitro experiments (Supplementary Fig. S4), neutrophils can produce a large amount of pro-inflammatory factors, such as TNF-α and PGE_2_, in response to the cytokines present in situ, to provide an inflammatory microenvironment and to exacerbate the inflammatory response, presumably in concert with macrophages activated by neutrophil-producing cytokines. Immunohistochemical analyses also support the activation of neutrophils in lesions (Fig. 4A). Intriguingly, neutrophils in lesions produce CXCL-1 (Fig. 4B) and form an auto-amplification loop to accumulate in these lesions, leading to an inflammatory microenvironment at the prospective site of rupture, as macrophages accumulate in lesions^7,16^. Considering the crucial contribution of TNF-α or PGE_2_ to the pathogenesis of IAs revealed in animal studies^7,19–21^, in addition to macrophages, neutrophils may play a pivotal role in the maintenance and exacerbation of inflammatory responses, facilitating the degenerative changes in lesions. The involvement of inflammatory responses in these lesions in the process, leading to rupture, has also been supported by observational studies using human cases, showing that the usage of drugs with anti-inflammatory effects, such as statins and non-steroidal anti-inflammatory drugs, reduces the risk of SAH due to rupture of IAs^22,23^. Some studies on human IAs have also provided evidence indicating the association of neutrophils with the progression of IAs. For example, previous histopathological studies of human specimens have suggested the infiltration of inflammatory cells, including neutrophils, in IA lesions^24,25^. The histological study enrolling three ruptured and 20 unruptured IA specimens, harvested during operation, has demonstrated that all of the three ruptured lesions and half of the unruptured ones were positive for MPO staining in immunohistochemistry^26^. Importantly, the MPO-positive group has a significantly higher risk of rupture within 5 years (2.28%), estimated using PHASES scoring system^27^, than the MPO-negative group (0.69%)^26^, suggesting the involvement of a neutrophil-mediated pathway in the process leading to rupture. In another study, 36 saccular intracranial aneurysms from human cases, 16 unruptured and 20 ruptured lesions, were immuno-stained and positive signals for MPO were detected in all aneurysm lesions^28^. Because the extent of the MPO-positive area in immunohistochemistry was significantly correlated with the degenerative changes in the arterial walls of the lesions or infiltration of inflammatory cells, including macrophages^28^, the crucial contribution of MPO-positive neutrophils in the progression of the disease is, again, implicated. Intriguingly, the study enrolling 25 human IA cases and examining the concentration of MPO in plasma from IA lesions and femoral artery has demonstrated a significant increase in the concentration of MPO in the plasma from IA lesions, compared with that from the femoral artery, supporting the role of MPO or neutrophils in the microenvironment of the lesions, for the progression of the disease. Although a careful interpretation is necessary, especially regarding whether MPO activity indeed reflects the activity of neutrophils, the genetic deletion of MPO results in the suppression of SAH in a mice model of IAs, in which lesions are induced via systemic hypertension and elastase infusion^29^, providing experimental evidence that suggests the contribution of neutrophils to the rupture of IAs.

There are some limitations in the present study. The most serious limitation is the lack of experimental evidence demonstrating the causative relationship between the rupture of induced lesions and the activity of neutrophils. The antibody-mediated depletion of neutrophils by anti-Ly6G antibody has been reported in mice^30–33^. However, we used rats for establishing an animal model and failed to find an antibody to deplete neutrophils, partially because the antibody-mediated depletion of neutrophils paradoxically increased the number of CD68-positive macrophages in lesions. The establishment of an experimental method to effectively and specifically deplete neutrophils should be achieved to accurately examine the contribution of this cell type to the pathogenesis. Also, we used G-CSF in the present study to increase the number of neutrophils, in order to examine the contribution of this type of cells to the process underlying the rupture of lesions. Since G-CSF treatment affects neutrophil function, such as via a reduction of the chemotactic activity^34^ and an increase in CD11b expression^35^, the results from G-CSF treatment show both an increase in the neutrophil number and a functional alternation. Another major limitation is the usage of HL-60 cell line, derived from a human case of acute promyelocytic leukemia, as a neutrophil model. The response of these cells to exogenous cytokines or the production of MMPs may, thus, be different from that of neutrophils in lesions or in peripheral blood. A careful interpretation is, therefore, needed.

In the present study, through in vivo and in vitro studies, the crucial role of neutrophil-mediated machineries in the rupture of IAs has been highlighted. Intriguingly, accumulating evidence, mainly through experimental studies using animal models of IAs, has revealed the involvement of macrophages and macrophage-mediated inflammatory responses in the pathogenesis of IAs, especially in the initiation and progression of the disease^7–9,16,18,36^. Considering the results from the present study and previous findings^7–9,15^, the type of cells contributing in each process to the disease development may be different; macrophages are the main contributors in initiation and progression, and neutrophils, in rupture. In a rat model of IAs, IA lesions were induced at an anterior cerebral-olfactory artery bifurcation in almost all animals investigated, but these lesions were never ruptured. On the contrary, the incidence of lesions at an anterior communication artery or posterior communicating artery bifurcation was only 50%, but these lesions have a high potential of rupture^4^. Together, these findings show that a different machinery may be involved in each step of the disease development and the contributing type of cells is presumably and accordingly different.

In the present study, we have identified the accumulation of neutrophils around the site of rupture and propose the crucial contribution of neutrophil-mediated tissue destruction and exacerbation of inflammation to the rupture of the lesions. Thus, a non-invasive imaging of the presence or the activation of this type of cells in lesions could be an ideal diagnostic method to more exactly predict the rupture of lesions or to identify rupture-prone lesions from stable ones. Nano-particle-based visualization of neutrophils using MRI as in macrophages^37–39^, may become a novel diagnostic method. Although the excellent specificity to neutrophils is essential as a diagnostic method to accurately reflect their presence or activity, the minimum specificity needed for usage as a diagnosis predictor still remains to be established.

## Conclusions

By using a rat model of IA, we have suggested the crucial role of neutrophils in the process leading to the rupture of IAs. In this process, this type of cells forms a self-amplification loop via CXCL-1 to create an inflammatory environment and facilitate degenerative changes of the arterial walls leading to the rupture of the lesions via the production of tissue-destructive proteinases, such has MMP9. Also, neutrophils could exacerbate the in situ inflammatory responses through cytokine secretion. This study has, thus, proposed neutrophils as candidates for therapeutic or diagnostic targets. Considering the poor outcome of SAH and the resultant social losses, due to the lack of medical therapy, the present study can greatly contribute, not only to the field of vascular biology, but also to public health.

## Supplementary information

Supplementary Figures.

Supplementary Table S1.

Supplementary Table S2.

Supplementary Table S3.

## Data Availability

The datasets used and/or analyzed during the current study are available from the corresponding author upon reasonable request.

## Abbreviations

G-CSF: Granulocyte-colony stimulating factor
IAs: Intracranial aneurysms
LPS: Lipopolysaccharide
MMP9: Matrix metalloproteinase 9
MPO: Myeloperoxidase
PTGS: Prostaglandin-Endoperoxide Synthase
SAH: Subarachnoid hemorrhage
SMA: Smooth muscle α-actin
TNF: Tumor necrosis factor

How the deposited data were processed for this re-analysis (not part of the article)

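RNA from 3 rupture-prone aneurysms and from the remaining circle of Willis of the same 3 rats was sequenced. The authors mapped paired reads to Rnor6 in CLC genomics workbench, and the submitters' processing notes also name CASAVA. The authors deposited, for each of 22081 genes and each library, a raw count of reads per gene, an RPKM (scaled by gene length and library), a TPM (scaled to the same total in each library) and a scaled CPM, which is treated as a signal because the libraries do not sum to a common total. How the authors scaled that last signal is not given in the sources used here. The deposited table also holds the authors' own comparisons, of all lesions with all control arteries and of each lesion with its own circle of Willis, as a signed fold change (a score without values between -1 and 1), a log2 fold change, a p-value and an FDR p-value. Libraries were matched to tissue and animal by their labels.

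The counts were tested with edgeR (version 4.0.16) in R (version 4.3.3), by glmQLFit and glmQLFTest with TMM factors, the animal as a block and edgeR's filterByExpr, which kept 15367 genes. P-values were adjusted by Benjamini-Hochberg and called under 0.05. The pairing comes from the animal, by the labels and the paper. The deviations of the 2 libraries of an animal from their group means correlated across genes, which are no independent replicates, at 0.389, 0.3 and 0.069 in animals 1, 2 and 3. Ratios within an animal were taken of TMM-normalized CPM, and a gene over 1.5-fold the same way in each of 3 animals was counted, a gene at 0 on one side included. Log2 ratios used a prior count of 2. 47 gene lists with at least 3 tested genes were compared by limma's camera (version 3.58.1) with a preset correlation of 0.01, and again with an estimated correlation. The estimated correlation is tested on few residual degrees of freedom, which by itself raises the p-values. The lists hold 813 genes, of which 773 were found by symbol, and the others were not analysed here. The spread of libraries was measured by Euclidean distances of log2 CPM with an exact permutation of 20 labellings, and of the 8 labellings that exchange lesion and circle of Willis within an animal.

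The steps were tested on simulated data for 15367 genes, with 200 of them changed and the common dispersion of the real libraries (0.109) for the comparison of lesion with circle of Willis. Every simulated gene had the same dispersion, and genes with few counts were not among those changed. The shares recovered therefore do not carry over to the real libraries. They do not show that edgeR missed no large change there. EdgeR recovered 10.4% of the 2-fold, 86.6% of the 4-fold and 100% of the 8-fold changes, and DESeq2 (version 1.42.0) recovered 23.9%, 91% and 100%. EdgeR called 1 unchanged gene and DESeq2 21. The rule of over 1.5-fold in all 3 animals recovered 78 of 100 genes changed upward, and 146 unchanged genes passed as higher and 132 as lower. At a lower dispersion of 0.0272 edgeR recovered 88.1% and DESeq2 85.1% of the 2-fold changes, edgeR called 15 and DESeq2 15 unchanged genes, and 10 and 7 unchanged genes passed the fold rule as higher and lower. The depth per library was 65823027 to 70705938 counts, so that genes with few counts, such as Mpo, are the least precise.

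Genes named in the text are those of Fig. 1E and the paper's results, the genes with the largest changes among those called by edgeR with the animal as a block (it called 0, with 1326 higher and 1840 lower at an unadjusted p under 0.05, where DESeq2 called 826 and 979 and limma-voom 0), up to 4 genes of each list with the smallest adjusted p and up to 2 against its direction, and genes used to test explanations. Ptgds, Apoe, Mt-co1 and Ttr were chosen after their values were seen. Some single genes are not reported here. Some genes were in the paper's tables and had been seen. Of the 16706 gene ontology entries of the table, 2365 were left out of the copy used here, so the planned test of the terms of Fig. 1D was not run and a list of leukocyte migration genes was used. The alternatives were other scalings, filters, tests, fold thresholds and each animal left out.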

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

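The tests of explanations in this part were chosen after the result was seen, except the count of gene lists over other splits. Of the genes in the lists, those that the paper's text does not name and that had a log2 ratio over 3 in each animal stood out. They are in Supplementary Table S2.

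Acan had a mean log2 ratio of 6.72, Postn of 5.78, Fabp4 of 5.36, Fabp5 of 3.62, Mmp12 of 5.57 and Pla2g7 of 3.26 (3 of 3 animals each). Their adjusted p from edgeR was 0.0976, 0.174, 0.169, 0.131, 0.0976 and 0.117.

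The myelin list had medians of 1.48, 4.96 and 0.21 in animals 1, 2 and 3, with Mag at 6.92 in animal 2. The list was higher by camera (adjusted p = 0.000207), not with an estimated correlation (adjusted p = 0.596 with an estimated correlation), and 0 of its 19 genes passed edgeR at an unadjusted p under 0.05, where DESeq2 called 7.

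Peripheral nerve was examined only for animal 2, not for the rise in animal 1. As the whole source in the lesion sample of animal 2 it is argued against by 7 oligodendrocyte genes of the myelin list. These genes, such as Mog and Olig2, had a median of 4.96. Schwann cell markers had a median of 1.35 there, so that nerve as a part of that sample stays open. Brain tissue with choroid plexus or ependyma may have been part of that sample, since markers of these had a median of 3.40 there (SD 2.45 over markers), against -0.03 and -0.69 in animals 1 and 3. Brain tissue with neurons stays open. Neuron markers had a median of -0.32 there (SD 1.8 over markers), but the circle of Willis of that animal carried them at a median of 336 counts, which would hide a small share. White matter carried along in the dissection may remain, with astrocyte markers at 0.77, and no image of the samples was analysed here that could decide it. No biological explanation was tested.

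The mature neutrophil list was called higher by camera with a preset correlation (adjusted p = 1.06e-05) and the granule protein list was not (adjusted p = 0.682), but with an estimated correlation neither was (adjusted p = 0.596 and adjusted p = 0.778 with an estimated correlation). Table S2 holds 7 genes of the mature list, so that its call is no independent evidence. The difference between the lists was not tested. Of the granule genes, 3 of 12 were higher in all 3 animals and DESeq2 called 2 higher. No gene of either list passed an adjusted p under 0.05 from edgeR, with 8 mature markers and 2 granule genes higher at an unadjusted p under 0.05. Too few counts for the granule genes stay open. The 9 of them with a mean of at least 20 counts over the 6 libraries had a median of 0.26 over animals 2 and 3, within their spread (SD 3.24 over genes) of the 3.09 of the mature markers. Monocytes and macrophages that carry some of the same markers may contribute, as macrophage markers had medians of 1.53 and 1.66 in animals 2 and 3. That mature neutrophils hold few granule transcripts was not tested.

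The lesion of animal 1 lay close to its own circle of Willis. A lower depth of that library is argued against by a total of 0.995 times the median of the other 5 libraries. Less aneurysm wall in that sample may remain, since the 2051 genes over 1.5-fold higher in animals 2 and 3 had a median log2 ratio of 0.18 in animal 1 and the 2336 lower ones -0.40. An earlier stage of that lesion would predict the same and was not tested.

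The 6 libraries make 10 splits of 3 against 3, too few for a share under 0.05. EdgeR called 0 genes in the real split, and with a count of 0 all 10 splits are as large by construction, which says nothing about chance. At an unadjusted p under 0.05 from edgeR the real split gave 3166 genes and the highest other 1380, 1 of 10 being as large. DESeq2 called 1805 genes against at most 556, again 1 of 10. These highest others come from splits that keep the libraries of an animal together. With the animal as a block, such a split only compares 1 lesion with its own circle of Willis. These splits therefore come in pairs of equal edgeR counts (778, 1380 and 160 at an unadjusted p under 0.05). The 1380 and 556 are the comparison within animal 3, so that the shares of 10 are not taken over 10 separate groupings. Among the other splits that part all 3 pairs, the highest were 452 at an unadjusted p under 0.05 from edgeR and 27 by DESeq2. Camera with a preset correlation called 26 gene lists in the real split and 32 in the split that exchanges lesion and circle of Willis of animal 1, 2 of 10 being as large. Among the 4 splits that part all 3 pairs, 1578 genes were over 1.5-fold the same way in all animals against at most 439 after an exchange in 1 animal, 1 of 4.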

How the results depend on the processing

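The scaled CPM and the fold changes that the authors deposited, and the leukocyte migration list without the genes of Fig. 1E, the mean of the 3 ratios and the exchanges within animals, were chosen after seeing the data. With the animal as a block edgeR called 0 genes (1326 higher and 1840 lower at an unadjusted p under 0.05), and without the replicate block it called 0 higher and 1 lower, the only difference in single genes called from the paired fit. Of the lists, camera without the block called 23 higher in place of 22. Scaling to reference genes gave 7 higher and 5 lower. It moved the median of all genes to -0.17 from -0.03 on the log2 scale and the share of higher genes at an unadjusted p under 0.05 from edgeR to 29.3% from 41.9%. DESeq2 gave 826 and 979, and limma-voom, other filters, DESeq2's size factors and each animal left out gave 0. The count over 1.5-fold in all animals was 265 higher and 599 lower with 0.5 CPM added, and 274 and 431 at 2-fold. By the mean of the 3 log2 ratios, after a prior count of 2, it was 2468 and 3343. With each animal left out it lay between 832 and 2051 higher and between 1388 and 2336 lower, where 2 animals have to pass in place of 3. With an estimated correlation 0 lists were called in place of 22 higher and 4 lower, and the mature neutrophil list had an adjusted p = 0.596 with an estimated correlation. That setting also tests on few degrees of freedom, so that the loss cannot be put down to correlation between genes alone. With each animal left out, lists called lower ranged from 2 without animal 3 to 7 without animal 1, and those higher from 21 to 25. The contractile smooth muscle list, called lower with all animals (adjusted p = 0.0146), turned without animal 3. The other lists that turned had not been called. These were the granule list with no filter on low counts (adjusted p = 0.845), the hypothalamic list at 10 counts in every library (0.966) and the astrocyte list without the block (0.86). With each animal left out in turn, the adjusted p ranged from 0.0354 to 0.771 for the list of erythroid markers (turned without animal 1), 4.56e-05 to 0.789 for the list of contractile smooth muscle genes (turned without animal 3), 0.681 to 0.842 for the list of pericyte and mural cell markers (turned without animal 2), 0.43 to 0.949 for the list of basement membrane genes (turned without animal 1), 0.482 to 0.76 for the list of interferon-stimulated genes (turned without animal 2), 0.0649 to 0.577 for the list of hypothalamic neuropeptides (turned without animal 3), 0.0259 to 0.516 for the list of choroid plexus and ependyma markers (turned without animal 2), 0.377 to 0.738 for the list of heat shock genes (turned without animal 2). The log2 fold change ranged from -0.50 to 3.74 for Ttr (turned without animal 2) and -1.35 to 0.20 for Acta2 (turned without animal 3). Calls of lists were also lost for mast cell markers at 10 counts in every library, for dendritic cell, metalloproteinase and neuron lists without animal 3, and for platelet and hypoxia lists without animal 2. Mpo and other genes with few counts are where depth limits the ratios most. The cause of these changes was not tested, apart from the fewer animals that have to pass.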

Differences from the paper's values

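Neither of the paper's counts of genes differed from the values here by over 1.5 times. The paper's counts of over-expressed and under-expressed genes are 568 and 961, and 557 and 1021 were obtained. The authors' deposited fold changes give 568 and 961 at the same threshold, a setting chosen after seeing the values, and 568 of the former are in the paper's Supplementary Table S2.

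The paper's text names Ccl2, Ccl3, Ccl6, Ccl7 and Il1b, and the legend of Fig. 1E its 26 genes, as over-expressed, for which the methods give a fold change over 1.5 in lesions. By the mean of the 3 within-animal log2 ratios, after a prior count of 2, all 5 and all 26 passed. This setting was chosen after seeing the values and drops 5 of the paper's over-expressed genes and 2 of its under-expressed ones. The prior count lowers the ratios of genes with few counts, so it can drop a gene over 1.5-fold in each animal. The selection in the results also asks for over-expression in all lesions. By that step 12 of the 26 genes passed, and of the 5 genes Ccl3 and Ccl7 did. In animal 1 the ratio was 1.42 for Ccl2, 0.906 for Ccl6 and 1.12 for Il1b. Without animal 1 all 26 and all 5 passed, and 13 of the 26 passed with DESeq2's size factors. Fewer of the 26 passed with other values, 10 with deposited TPM or 0.5 CPM added and 11 with CPM without TMM or deposited RPKM. The authors' deposited fold changes gave 12.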

Other observations

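Of 12 genes of iron handling, 9 were higher and 1 was lower in all 3 animals. None passed an adjusted p under 0.05 from edgeR over all genes, with 6 higher and 1 lower at an unadjusted p under 0.05. When adjusted over the list alone 6 were higher and 1 lower, and DESeq2 called 6 higher and 1 lower. Table S2 holds 5 genes of the list and Table S3 holds 1, so that these results are no independent evidence. The list was higher by camera (adjusted p = 0.00016) but not with an estimated correlation (adjusted p = 0.596 with an estimated correlation). Its medians were 0.58, 0.96 and 1.79 in animals 1, 2 and 3, where those of the macrophage list were 0.00, 1.53 and 1.66. Steap3, an endosomal ferrireductase, had a log2 ratio of 1.56 (standard error 0.08), Hmox1, which degrades heme, had 2.99 and the ferritin light chain Ftl1 had 1.82, while Cd163, the scavenger receptor for haptoglobin and hemoglobin, had -1.24. The B cell marker Spib (1.60) was higher in all 3 animals, and the B cell list was called by camera (adjusted p = 3.83e-05) but not with an estimated correlation (adjusted p = 0.596 with an estimated correlation). The mast cell markers Mcpt2 (-2.67) and Ms4a2 (-2.06) were lower in all 3 animals at few counts, with 9, 2 and 12 counts of Mcpt2 and 2, 3 and 2 of Ms4a2 in the lesions. The mast cell list was lower by camera (adjusted p = 0.00412), but not over genes with at least 10 counts in every library, which leave both out (adjusted p = 0.286), nor with an estimated correlation (adjusted p = 0.596 with an estimated correlation).

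Of 25 contractile smooth muscle genes, 6 were lower in all 3 animals and none was higher in all 3, with medians of -0.17, 0.23 and -2.06 in animals 1, 2 and 3. The list was lower by camera (adjusted p = 0.0146) but not with an estimated correlation (adjusted p = 0.699 with an estimated correlation), and turned without animal 3. Of 17 endothelial markers, 6 were lower and 1 was higher in all 3 animals, and the list was not called (camera adjusted p = 0.0639, and adjusted p = 0.6 with an estimated correlation). Rgs5, a gene of the contractile list, had a log2 ratio of -1.22, Vwf, the von Willebrand factor, had -1.18 and Nos3, the endothelial nitric oxide synthase, had -1.17. Plvap, a protein of fenestrated endothelium, went the other way at 2.26. The neuron list was lower by camera (adjusted p = 0.0171, medians of 0.01, -0.32 and -3.34 in animals 1, 2 and 3), but not without animal 3 (adjusted p = 0.681) nor with an estimated correlation (adjusted p = 0.675 with an estimated correlation). The list of hypothalamic neuropeptides was not called (adjusted p = 0.58, medians of 0.82, 0.28 and -1.79), with 2 of 15 genes higher and 4 lower in all 3 animals. Of these, Oxt, oxytocin, had 802, 33 and 4666 counts in the circle of Willis and 0, 1 and 3 in the lesions of animals 1, 2 and 3, a mean log2 ratio of -7.37 (adjusted p = 0.131 from edgeR, 1.81e-22 from DESeq2). Avp, vasopressin, had 308, 61 and 12024 and 15, 4 and 3, a mean of -6.27 (adjusted p = 0.198 from edgeR, 0.0115 from DESeq2).

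The paper measured some products in other samples, as protein in rat lesions or as RNA and protein in human HL-60 cells. The values here are RNA of unruptured lesions, an unlike measure. Ctsb, Ctsl, Ptgs2, Il6 and Tnf, which the paper measured in HL-60 cells, are not reported here. The log2 ratios were 3.22 for Mmp9 (standard error 1.28), 1.85 for Mmp2 (0.36), 1.78 for Cxcl1 (0.18), 2.38 for Cd68 (0.73) and -0.59 for Acta2 (0.90), which turned without animal 3. The adjusted p of these genes from edgeR was 0.208, 0.174, 0.174, 0.182 and 0.622.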
